A study of Rattus norvegicus with 8 samples. Its data were reported in "H3K27 demethylases are dispensable for activation of Polycomb-regulated injury response genes in peripheral nerve" (2021).

How the data were processed

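Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map H2AK119ub1, the monoubiquitinated form of histone H2A at lysine 119 that is deposited by Polycomb repressive complex 1, in rat sciatic nerve. The labels describe 8 libraries in 4 groups of 2: H2AK119ub1 ChIP and input chromatin from the distal stump of the injured nerve at 1 day after transection (1 dpi), and the same pair from the contralateral nerve of the animals (sham). The data consist of 2 peak lists, one per condition, each made from the 2 ChIP libraries of the condition combined and called against the combined input. No values per library were used here, so each condition has 1 value of every measure and no spread between replicates.

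Per the methods of the study, chromatin was digested with micrococcal nuclease and reads were aligned with Bowtie to the rat assembly rn5. Per the file headers, the authors called enriched regions with the findPeaks program of HOMER, using a peak size of 150 bp, a minimum distance of 370 bp and the option that stitches adjacent windows into regions of variable length. The stated settings required a region to exceed both the input and the surrounding 10 kb 4-fold. They also set a Poisson p-value threshold of 0.0001 over input and over the local tags, and a false discovery rate of 0.001. The headers record 0 putative peaks removed by the local criterion in either list. The HOMER version was not stated. The headers also record that the limit on tags counted per base pair was 1 for sham and 3 for 1 dpi, that the estimated fragment length was 150 bp for sham and 128 bp for 1 dpi, and that the number of tags required of a peak was 10 for sham and 20 for 1 dpi.

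The deposited lists give the start and end of each region in base pairs, and coordinates are printed counted from 1 on rn5. The score column of the deposited lists holds the value 1 for every region, so it carries no peak height and was used for nothing else. The fold, tag count and p-value columns named in the headers are not among the columns of the lists, so no peak height was analysed here. Tag totals, tags in peaks and thresholds were read from the headers. The sham header gives its control tags as normalized to the ChIP experiment and the 1 dpi header gives its ChIP tags as normalized to the control, so the direction of scaling differed between the lists. Apart from the tag totals that give the depth, tag numbers were therefore compared between conditions only in relative form. They were expressed as shares of a total, per 10000000 tags, or as multiples of the genome mean or of the number expected in a window.

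Overlap was counted where regions of the 2 lists shared at least 1 bp. The number expected without a relation in position came from 1000 circular shifts of the 1 dpi list along each chromosome by at least 1 Mb. Because peaks cluster in some regions, overlap was also counted after 8 shifts of the whole list by 2 to 20 kb in either direction, which keep the regional peak density. Long domains were regions of at least 10 kb obtained by merging peaks of 1 list that lay within 5 kb of each other. Joint domains were made in the same way from the peaks of both lists together. Chromosome length was taken as the end of the last peak on the chromosome in either list. Shares are given with Wilson 95% confidence intervals, which cover counting error only and say nothing about differences between animals, libraries or antibody reactions. Intervals of a ratio of peak numbers were derived from the same interval of the 1 dpi share of the summed peaks. No test between conditions was made. Correlations across the 21 chromosomes were tested with 100000 two-sided permutations and adjusted by the Benjamini-Hochberg method over the 10 coefficients computed.

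The order of regions in the lists was used in place of a peak height. HOMER writes its peaks from the highest score to the lowest, but the lists do not state their order. Mean region width was therefore checked along the lists. It declined from 785 bp in the first 5% of sham regions to 151 bp in the last 5%, and from 816 to 151 bp at 1 dpi. From the bin at 35 to 40% on, median width stayed at 151 bp in both lists. Mean width fell there only from 175 to 151 bp in sham and from 176 to 151 bp at 1 dpi. Width is not a peak height, so the check is indirect, and it is weaker for that part of the lists. The named domains were fixed by rule as the 3 longest merged domains of each condition, whereas the first-listed loci named in the closing observations were chosen after their positions were seen. The part of the rule that named genes and the 3 highest-scoring peaks was not applied, because no annotation of rn5 and no peak height were used. For the same reason promoters were not analysed here. A gene table of another rat assembly was not used, since coordinates were not converted between builds.

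The definitions of overlap, the merging distances, the domain length and the circular shifts were fixed before the data were examined. The comparisons by listing order, the shifts of 2 to 20 kb, the 1 Mb windows, the joint domains and the restriction to regions wider than the single calling window were added after seeing the data. Windows of 1 Mb that held at least 1 peak of either list were ranked by the summed peaks of both lists and split into 10 groups of equal number, and the 1 dpi and sham peaks of each group were divided. Overlap counting was tested on simulated data and merging on the real lists. Of 82046 simulated peaks, 19.8% were copied into a second list. The share recovered, 19.8%, equals the share copied whenever every copied peak is counted, so it checks only that. The overlap count on these lists was the same as with bedtools. Unrelated simulated lists gave an observed over expected ratio of 0.982. Simulated peaks were spread evenly along each chromosome, so this ratio does not test the expected overlap of clustered lists. Merging gave the same number of regions as bedtools for both real lists. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.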

Results

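To describe the distribution of H2AK119ub1 in peripheral nerve and how it differs after injury, enriched regions were compared between sham rat sciatic nerve and the distal stump at 1 day after transection. Each condition was represented by 1 peak list called on 2 combined ChIP libraries. The sham list rested on 19714687 tags and the 1 dpi list on 76420053, a 3.88-fold difference in depth. The lists had no replicate values, so the differences below describe these 2 lists and could not be set against the spread between animals. All coordinates refer to the rn5 assembly.

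The first comparison asked how much of the genome was enriched in each condition. There were 82046 regions in sham nerve and 99340 at 1 dpi, a ratio of 1.21. They covered 18.8 Mb in sham and 21.8 Mb at 1 dpi, which was 0.940% and 1.09% of the genome size of 2 Gb used in peak calling. The ratio of covered lengths was 1.16. The order of the peak numbers depended on how neighbouring regions were joined. Merging regions within 5 kb left 48295 in sham and 41020 at 1 dpi, a ratio of 0.849.

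Regions were short in both conditions. The median width in each list was that of a single calling window, and such single windows made up 60.7% of sham regions and 60.2% of 1 dpi regions. Mean width was 229 bp in sham (SD 181 across 82046 regions) and 220 bp at 1 dpi (SD 198 across 99340 regions). Regions of at least 500 bp numbered 5351 in sham, or 6.52%, and 4767 at 1 dpi, or 4.80%. The widest region measured 4753 bp in sham and 7320 bp at 1 dpi.

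Enrichment of tags in the called regions went the other way. Regions held 9.73% of all tags in sham (Wilson 95% interval 9.72 to 9.74%) and 5.33% at 1 dpi (5.33 to 5.34%), so the share was 1.82 times higher in sham. Per kb of called region and per 10000000 tags there were 51.8 tags in sham and 24.4 at 1 dpi. Relative to the genome mean stated in the headers, tag density within regions was 12.4-fold in sham and 4.94-fold at 1 dpi. The criteria that a region had to meet also differed. The required number of tags was equal to 5.07 per 10000000 tags in sham and 2.62 per 10000000 tags at 1 dpi, or 8.09 and 3.53 times the number expected in a window. Of the putative peaks before filtering, 39.3% of 208753 were kept in sham and 8.91% of 1114979 at 1 dpi. Comparison with input removed 541 sham peaks and 6818 1 dpi peaks, and comparison with the surrounding 10 kb removed 0 in either list.

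The second comparison asked whether the same positions were enriched in both conditions. Of the 82046 sham regions, 16985 overlapped a 1 dpi region, or 20.7% (20.4 to 21.0%). Of the 99340 1 dpi regions, 16708 overlapped a sham region, or 16.8% (16.6 to 17.1%). Circular shifts gave a mean of 1.73% of sham regions (range 1.40 to 2.07%) and 1.45% of 1 dpi regions (range 1.19 to 1.83%), and 0 of 1000 shifts reached the observed overlap. The observed share was thus 11.9 times the expected one for sham and 11.6 times for 1 dpi. When the regional density of peaks was kept by shifts of 2 to 20 kb, the mean expected shares rose to 8.13% and 6.65%, and the ratios to these means fell to 2.55 and 2.53. The expected share depended on the length of the shift. It ranged from 6.26 to 10.4% for sham and from 5.16 to 8.42% for 1 dpi over the 8 shifts, and shifts of 0.5 kb in either direction gave 12.1% and 11.9% for sham and 9.60% and 9.76% for 1 dpi. In percentage points, the definition of overlap that moved the shares most was a distance of up to 1 kb, which gave 41.6% of sham and 38.1% of 1 dpi regions, against 28.4% and 25.9% after the shifts of 2 to 20 kb. The lists shared 3.54 Mb, which was 18.8% of the bases covered in sham and 16.2% of those covered at 1 dpi.

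Overlap was more frequent among wide regions. It was found for 13.9% of single windows and 54.9% (53.6 to 56.2%) of regions of at least 500 bp in sham, and for 10.1% and 64.5% (63.1 to 65.8%) of those at 1 dpi. The share after shifts of 2 to 20 kb rose with width as well, from 5.51% to 24.8% in sham and from 4.53% to 25.8% at 1 dpi. Relative to it, overlap was 2.53-fold for single windows and 2.21-fold for regions of at least 500 bp in sham, and 2.22-fold and 2.50-fold at 1 dpi. Overlap also varied with position in the lists. Among the first 5% of regions, 52.7% of the 4103 sham regions and 73.0% of the 4967 1 dpi regions were overlapped, which was 2.07 and 2.86 times the share after shifts of 2 to 20 kb. Among the last 5%, the shares were 15.7% (14.7 to 16.9%) in sham and 4.79% (4.23 to 5.42%) at 1 dpi, which was 2.91 and 1.24 times the shifted share. As a multiple of the shifted share, overlap was thus higher at the end of the sham list than at its start, and lower at the end of the 1 dpi list. In percentage points the excess over the shifted share was larger at the start of both lists. The shifted share was 25.5% at the start of each list, against 5.41% at the end of the sham list and 3.86% at the end of the 1 dpi list.

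**Figure D1:**
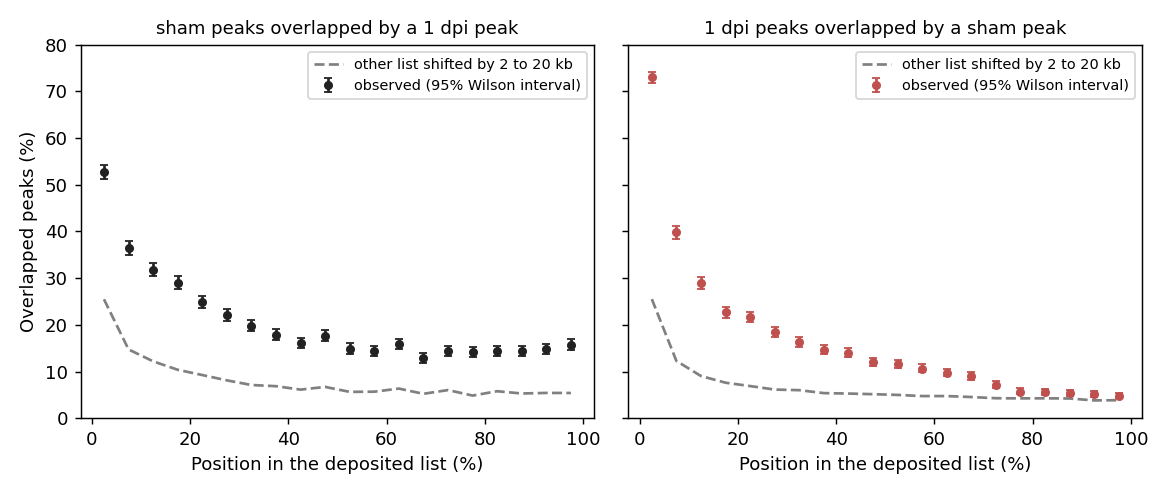
Percentage of sham regions (left) and 1 dpi regions (right) overlapped by a region of the other condition, for successive 5% bins of each list in listing order; points are observed shares with Wilson 95% intervals and dashed lines are mean shares after shifting the other list by 2 to 20 kb. The sham share falls from 52.7% to 15.7% while its dashed line falls from 25.5% to 5.41%, and the 1 dpi share falls from 73.0% to 4.79%, close to its dashed line.

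Since H2AK119ub1 can extend over broad regions, the third comparison concerned clusters of peaks. Merging within 5 kb gave 1677 domains of at least 10 kb in sham and 3300 at 1 dpi, a ratio of 1.97. The median span was 13.8 kb in sham and 15.3 kb at 1 dpi, with a median of 7 and 8.5 peaks per domain. Domains held 17.0% of sham peaks and 35.7% of 1 dpi peaks. The domain number depended strongly on its definition. Requiring 10 kb of covered bases in place of a 10 kb span left 23 domains in sham and 109 at 1 dpi. Of the sham domains, 1046 overlapped a 1 dpi domain, or 62.4% (60.0 to 64.7%), and 1613 contained at least 1 1 dpi peak, or 96.2%. Of the 1 dpi domains, 997 overlapped a sham domain, or 30.2% (28.7 to 31.8%), and 3065 contained a sham peak, or 92.9%. At the level of bases, 1 dpi regions covered 37.2% of the peak bases within sham domains, and sham regions covered 21.5% of those within 1 dpi domains. No expected value was computed for these domain shares. Domains are long and lie where peaks are dense, so the shares do not show by themselves that positions were shared. Merging both lists together gave 5513 joint domains. In 3883 of them, or 70.4% (69.2 to 71.6%), 1 dpi regions covered more bases than sham regions, and in 1602 they covered fewer.

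The longest sham domain spanned 112 kb on chromosome 3 (177341612 to 177453930), with 62 sham peaks covering 15.6 kb and 35 1 dpi peaks covering 7.63 kb. On chromosome 7 (142304406 to 142383037), a sham domain of 78.6 kb had 59 sham peaks covering 18.3 kb and 56 1 dpi peaks covering 31.2 kb. The longest 1 dpi domain spanned 130 kb on chromosome 1 (167904257 to 168034020), with 90 peaks covering 24.4 kb, against 40 sham peaks covering 8.03 kb. The next was on chromosome 18 (70454641 to 70583220), with 69 1 dpi peaks covering 19.1 kb and 34 sham peaks covering 8.49 kb. A domain on chromosome 10 was among the 3 longest in both conditions. Within its 1 dpi limits (83905885 to 84034434) each condition had 84 peaks, which covered 39.7 kb at 1 dpi and 25.5 kb in sham. Within its sham limits (83906441 to 84008693), 72 sham peaks covered 22.9 kb and 73 1 dpi peaks covered 35.7 kb. Genes in these domains were not analysed here.

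**Figure D2:**
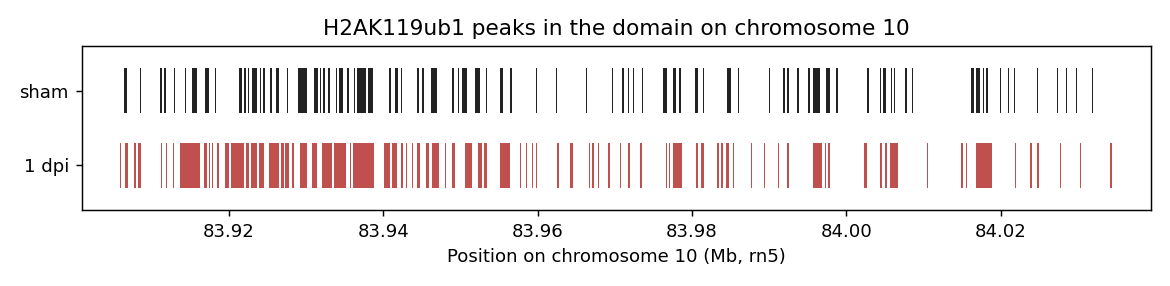
Map of the called regions of both conditions along the domain on chromosome 10 (horizontal axis, position in Mb on rn5), with sham regions above and 1 dpi regions below; each bar is a region drawn to scale. Each condition has 84 regions within the 1 dpi limits of the domain, covering 25.5 kb in sham and 39.7 kb at 1 dpi.

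The last comparison asked whether the difference in peak number was spread evenly over the genome. By chromosome, the ratio of 1 dpi to sham peaks ranged from 0.959 (0.922 to 0.997) on chromosome 2, with 5056 sham and 4847 1 dpi peaks, to 1.44 (1.39 to 1.49) on chromosome 10, with 5838 and 8412. Chromosomes with more peaks per Mb had higher ratios. Across the 21 chromosomes, the log2 ratio and the log2 mean density had a Pearson r of 0.451 (permutation p = 0.0413, adjusted p = 0.0517) and a Spearman rho of 0.735 (permutation p = 0.00027, adjusted p = 0.0009). Without the 2 chromosomes farthest from the median density, r was 0.738 (permutation p = 0.00027, adjusted p = 0.0009). Counted in covered bases in place of peaks, r was 0.174 (permutation p = 0.470) and rho was 0.536 (permutation p = 0.0138, adjusted p = 0.0254). Chromosomes within 1 list are not independent replicates of the condition. Chromosome X had the lowest density, with 2.65 peaks per Mb in sham and 3.08 at 1 dpi, against 17.7 to 55.9 and 17.0 to 75 on the autosomes.

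**Figure D3:**
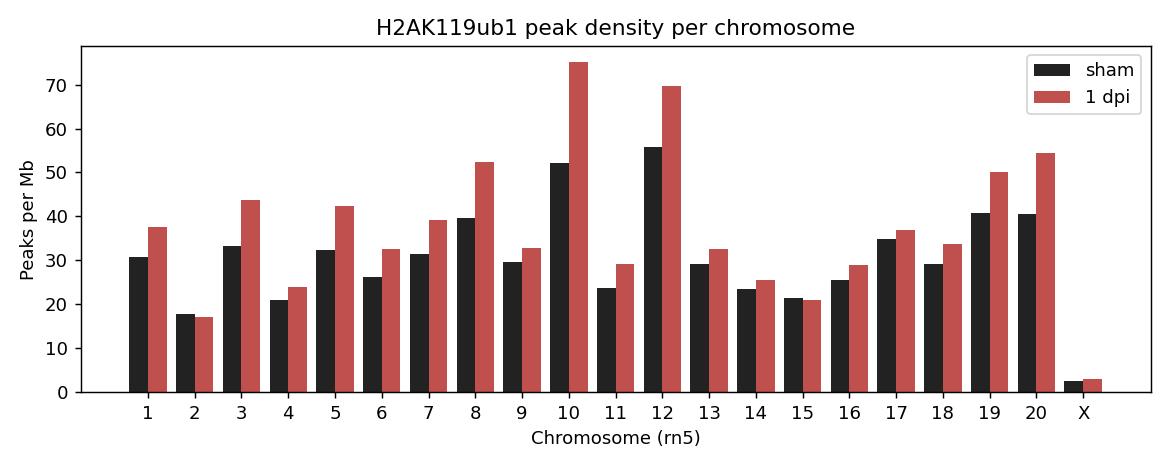
Number of called regions per Mb (vertical axis) on each rn5 chromosome (horizontal axis) in sham and at 1 dpi, 1 bar per condition. Density is highest on chromosomes 10 and 12 and lowest on chromosome X, where it is 2.65 per Mb in sham and 3.08 at 1 dpi.

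A similar dependence was seen across windows of 1 Mb, which were ranked over all chromosomes together. Whether it holds within single chromosomes was not computed. Across 2912 windows of 1 Mb, the peak numbers of the 2 conditions had a Spearman rho of 0.95, a value across windows of 2 lists and not across animals. A sham peak was present in 2530 windows and a 1 dpi peak in 2258. The 10% of windows with the most peaks held 35.3% of sham peaks and 44.4% of 1 dpi peaks. In the sparsest of 10 groups of 257 windows there were 288 sham and 74 1 dpi peaks, a ratio of 0.257 (0.199 to 0.331). The ratio rose through every group to 1.56 (1.53 to 1.58) in the densest, with 25851 sham and 40252 1 dpi peaks. Ranking the windows by sham peaks alone gave 0.533 for the sparsest group and 1.42 for the densest. Neighbouring peaks were accordingly closer at 1 dpi, with a median gap of 3384 bp against 7454 bp in sham.

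**Figure D4:**
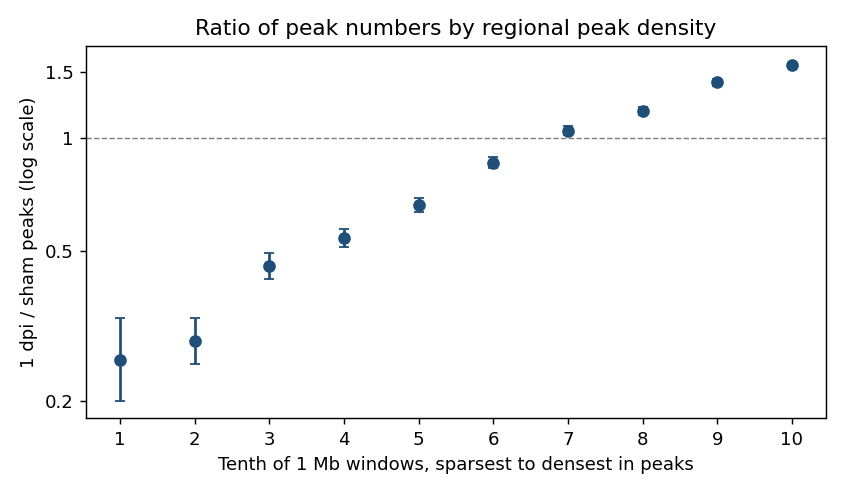
Ratio of 1 dpi to sham peak numbers (vertical axis, log scale) in 10 groups of 1 Mb windows ordered from the sparsest to the densest in peaks of both lists (horizontal axis); points are ratios with Wilson-based 95% intervals and the dashed line marks equal numbers. The ratio rises from 0.257 to 1.56 and exceeds 1 from group 7 on.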

Values the study reported

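The study plotted average H2AK119ub1 signal around the promoters of 343 Polycomb-regulated injury genes and described it as lower after injury than in sham nerve. It also reported separate ChIP assays of injury gene promoters, in which the mark was lost after injury. Sequencing tracks of Gdnf and Fgf5 were shown as examples. Promoter signal is a different measure from the peak lists described here, and it was not analysed here.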

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

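The alternatives that used listing order, regions wider than a single window or shifts of 2 to 20 kb were chosen after seeing the data. So were thinning, total tags over the genome size, and every alternative for windows and joint domains. Merging within 2 kb was chosen after seeing the data for peak numbers, but was fixed beforehand for long domains. The others were fixed before the data were examined. In all, 66 alternative values were computed for 22 results, of which 18 stayed within the interval or the 1.5-fold limit set for them, 46 moved beyond it and 2 changed direction. Where no reason is given, the cause was not tested.

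The excess of 1 dpi peaks was the result that changed direction. The ratio was 1.08 after merging within 1 kb, 0.988 after merging within 2 kb and 0.849 after merging within 5 kb. Merging joins more of the 1 dpi peaks because they lie closer together, leaving 48295 sham regions within 5 kb, and 61845 and 41020 1 dpi regions within 2 and 5 kb. Regions wider than a single window numbered 32239 in sham and 39496 at 1 dpi, a ratio of 1.23, and covered 11.3 and 12.8 Mb, fewer by construction. The ratio of covered lengths stayed above 1 in both alternatives, at 1.13 for wider regions and 1.02 for equal numbers of peaks by listing order. Median width did not change on merging within 1 kb. Tag enrichment computed from total tags over genome size was 10.4 in sham and 4.89 at 1 dpi.

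The share of overlapped sham peaks was 14.4% when 50% of the peak had to be covered, 10.1% with reciprocal overlap of 50%, 41.6% within 1 kb, 19.6% with equal numbers by listing order, 35.0% in the first 25% of the list and 22.1% for wider regions of both lists. The corresponding 1 dpi shares were 11.3%, 8.35%, 38.1%, 19.3%, 37.2% and 17.7%. With equal numbers, the difference between the conditions in this share nearly vanished, as it follows from the list lengths. Observed overlap exceeded the expected with random placement, with 50% coverage and with shifts of 2 to 20 kb. For sham it was 11.7-fold against random placement, 18.6-fold with 50% coverage and 2.55-fold against shifts of 2 to 20 kb. For 1 dpi it was 11.6-fold, 16.0-fold and 2.53-fold. For the first 25% of a list, the share after shifts of 2 to 20 kb was computed only in successive 5% bins. In these bins observed overlap was 2.07 to 2.80 times the shifted share in sham and 2.86 to 3.25 times at 1 dpi. No expected value was computed for reciprocal overlap, equal numbers or wider regions of both lists.

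Domain numbers moved with every definition, and 1 dpi had more domains in each. Sham domains numbered 163 after merging within 2 kb, 5628 within 10 kb, 326 at a length of at least 20 kb and 23 with at least 10 kb of covered bases. The 1 dpi numbers were 383, 6179, 990 and 109. The ratio was 1.1 after merging within 10 kb, 3.04 for domains of at least 20 kb and 4.74 for covered bases. After the 1 dpi list was thinned at random to the number of sham peaks, it was 1.5.

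On chromosome 10 the ratio of 1 dpi to sham was 1.38 in covered bases and 1.51 for wider regions, and on chromosome 2 it stayed below 1 in both. In the densest windows it was 1.49 with 5 Mb windows, 1.42 when windows were ranked by sham peaks, 1.59 for wider regions and 1.35 with equal numbers by listing order. In the sparsest windows it was 0.433 with 5 Mb windows, 0.533 when ranked by sham peaks and 0.168 with equal numbers. More 1 dpi than sham coverage was found in 65.3% of joint domains with equal numbers and in 75% with wider regions.

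No paired analysis was possible because each list combines the libraries of both replicates and holds no values per replicate, although the labels give sham and injury the same replicate numbers. For the same reason no replicate was left out in turn. Alternatives that needed a peak score were not run, since the score column is constant. Restricting the lists to assembled chromosomes was not run, since they hold no other sequences. The promoter alternatives were not run, because no annotation of rn5 was used. Depth limits every comparison of peak numbers, since the 3.88-fold difference in tags coincides with the condition.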

Other observations

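The tests of tag threshold and of chromosome X were chosen only after the results were seen, and the others were set down before their values were computed. All patterns below were found and tested on the same 2 lists, so they are hypotheses.

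More peaks were called at 1 dpi although a smaller share of tags lay in them. A difference in depth and calling threshold is a candidate explanation. Per 10000000 tags, the threshold was 1.94 times higher in sham, so weaker regions were admitted at 1 dpi. This cannot be told apart from an effect of injury, because depth, threshold, the limit on tags per base pair and condition all differ between the same 2 lists. The lower tag density in peaks at 1 dpi, 4.94 against 12.4 times the genome mean, is open to the same objection. Neither the rise in peak number nor the fall in tag share can be read as a gain or loss of the mark.

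Only 20.7% of sham regions overlapped a 1 dpi region although the peak numbers of 1 Mb windows were closely related. If overlap were low only because weak peaks lie near the calling limit, nearly all of the first-listed sham regions should have a counterpart in the deeper list. Of the first 5% of sham regions, 69.4% (68.0 to 70.8%) had a 1 dpi region within 1 kb and 1256 had none, which argues against weak peaks as the whole cause. The share after shifts of 2 to 20 kb was 46.7%. If calls were merely displaced within the same region, the sham regions without an overlap should mostly have a 1 dpi region close by. Of these 65061 regions, 26.4% had one within 1 kb, against a mean of 22.1% (18.8 to 26.1%) after the shifts, which argues against displacement for most of them. A difference between the nerves and a difference in the chromatin recovered by digestion both stay open and were not tested.

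The lists differed in their tails. In sham the overlap of successive 5% bins stayed at 2.38 to 2.91 times the locally shifted value from the middle of the list to its end, whereas at 1 dpi it fell from 2.31 to 1.24 times. The last-listed 1 dpi regions therefore shared positions with sham little more often than their neighbourhood did. No explanation was tested. Tag numbers of single regions were not analysed here, so how far ties near the threshold of 10 tags blur the order of the sham list is unknown.

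At 1 dpi peaks were more closely spaced and gathered in the windows that were already dense in sham. The larger number of 1 dpi peaks does not account for it. Thinned at random to the number of sham peaks in 100 draws, they had a mean median gap of 4274 bp (range 4236 to 4303), still below the 7454 bp of sham. Additional weak peaks at 1 dpi do not account for it either, since among the first 20000 peaks of each list the median gap was 8767 bp at 1 dpi and 24959 bp in sham. The first 20000 peaks also formed 447 domains at 1 dpi and 217 in sham. A candidate explanation is that part of the sham list is scattered background admitted at its lower depth. Another is that the mark itself was more concentrated after injury. Sham regions had to reach 8.09 times the tags expected in a window and 1 dpi regions 3.53 times. Both thresholds were set at the same false discovery rate, with fewer tags expected in sham. These multiples therefore do not bear on how much background each list admitted. Against the first explanation, the wide sham spacing also held among the first 20000 sham peaks. As far as listing order follows peak height, this spacing argues against weak sham background as the whole cause. Depth as such could not be separated from condition, and neither explanation was tested further.

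The excess of 1 dpi peaks grew with the peak density of the chromosome. With equal numbers of first-listed peaks, Pearson r was 0.486 (permutation p = 0.0178, adjusted p = 0.0254) and Spearman rho 0.757 (permutation p = 0.00015, adjusted p = 0.0009). The larger number of 1 dpi peaks thus does not account for the relation. With regions wider than a single window, r was 0.240 (permutation p = 0.307, adjusted p = 0.341) and rho 0.519 (permutation p = 0.0177, adjusted p = 0.0254). Both coefficients were lower than with all peaks, so extra weak peaks are not excluded as part of the cause. Depth and threshold cannot be told apart from condition here, because taking equal numbers of peaks does not remove the difference in depth.

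Chromosome X had 409 sham and 475 1 dpi peaks, a density of 8.92% and 8.55% of that of the autosomes. The animals were male, so a single X copy may leave fewer regions above the tag threshold. In that case X should gain relative to the autosomes at 1 dpi, where the threshold was a smaller multiple of the expected tags. The ratio of 1 dpi to sham peaks on X over that on the autosomes was 0.959 (0.840 to 1.09), an interval that includes 1. The autosomes were pooled without matching for peak density, although X was the least dense chromosome and the ratio rose with density across chromosomes. In covered bases the ratio of 1 dpi to sham was 1.25 on X and 1.16 over all chromosomes, which is the direction the explanation predicts, but no interval was computed for it. In peak numbers the interval leaves room for a gain of X of up to 1.09 times relative to the pooled autosomes. The size of the gain that the explanation predicts was not computed, so these values cannot decide.

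The first 10 regions of the sham list fell in 5 loci and those of the 1 dpi list in 8, where a locus joins regions within 100 kb. All 10 of the 1 dpi regions and 5 of the sham regions overlapped the other list. Loci on chromosome 4 (from 142120284 to 142120599 at 1 dpi), chromosome 13 (from 95677736 to 95727179) and chromosome 19 (from 67048225 to 67048992) were among the first-listed in both. These were chosen after their positions were seen and because they appear in both lists. Whether they lie in repeats or regions of high copy number was not analysed here.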
